A study of Danio rerio with 11 samples. Its data were reported in "eIF4E1b is a non-canonical eIF4E protecting maternal dormant mRNAs" (2023).

How the data were processed

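Embryos at the 8-cell stage from lines expressing tagged eIF4E1b or eIF4E1c were lysed, and RNA from the lysate (input) and from the immunoprecipitate (RIP) was sequenced. Per the labels, RIP libraries were made with a SMARTer Ultra Low RNA kit and input libraries with a stranded SMARTer kit that removes ribosomal RNA. The study's methods state that reads were sequenced on a NovaSeq instrument and aligned to the GRCz11 assembly. The aligner, the counting program, the annotation release, the use of strand and the handling of reads with several matches are not stated. The values the authors deposited are whole-number read counts per Ensembl gene, with no normalization and with 1 file per library. The counts were used as deposited, over 32520 gene identifiers, and no entry lacked a gene identifier.

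Groups were taken from the sample labels, which gave 4 groups of 3, 2, 3 and 3 libraries. No pair of replicates agreed within sampling noise: the chi-square statistic per degree of freedom lay between 12.9 and 152 for all 10 pairs, so each library was counted once. Total counts ranged from 6943631 to 13993294 per library. The limit that a count of 0 allows, taken as 3 counts, was 0.432 CPM (counts scaled to a common total) in the first eIF4E1c RIP library and at most 0.348 in the others. Shares of a single library are given with Wilson 95% confidence intervals. Intervals and floors cover counting error alone, since reads without molecular identifiers are not independent molecules.

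Gene symbols came from a table of Ensembl identifiers, in which 29201 of the 32520 identifiers had a symbol. Many of these symbols are written in capitals after the orthologous gene. Where 2 identifiers shared a symbol, or none was given, the identifier is printed. Of 21 gene names fixed in advance, 17 matched the table and 4 did not, among them eif4ea, dscama and creld1b. A GRCz11 annotation was not used here, so positions, GC content and gene length are not reported, and a correction for GC content and length was not run.

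The main test was that of the study's methods, the Wald test of DESeq2 (version 1.42.0, R 4.3.3) with median-of-ratios size factors, independent filtering, unshrunken log2 fold changes and Benjamini-Hochberg adjusted p-values under 0.005. The RIP comparison used the 5 RIP libraries, the input comparison the 6 input libraries, and each comparison of RIP with input the libraries of one protein. The difference in RIP to input ratio was the interaction of protein and kind of library over all 11 libraries. This last comparison, in which a kit effect common to both proteins cancels, is not one of the study's. edgeR's quasi-likelihood test (version 4.0.16, TMM scaling, filterByExpr) was the main alternative. It called fewer genes in every comparison, and far fewer between the RIPs, between the inputs and for the ratio. Its counts are printed beside those of DESeq2. Genes for which DESeq2 gave no adjusted p were left out of the counts of tested genes. With 2 and 3 libraries per group a rank or permutation test of a single gene cannot go below a p of 0.1, so the tests rest on the models' shared estimates of spread.

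The computations were tested on simulated data, with counts drawn for the real genes and 200 genes changed. Each gene had its real mean over the libraries of a design, scaled to library size, and a single estimate of spread. In the ratio design RIP and input libraries therefore had equal means and spread, apart from the changed genes. The real libraries do not, so that part cannot tell how the ratio test behaves on them. Over 14137 genes of the RIP design, DESeq2 at 0.005 recovered 68 of the 200 (34.0%) with 11 false calls, and edgeR recovered 9 (4.5%) with 1 false call. Over 14400 genes of the input design DESeq2 recovered 144 (72.0%) with 11 false calls and edgeR 119 (59.5%) with 2. Over 14600 genes of the ratio design DESeq2 recovered 60 with 6 false calls and edgeR 20 with 0. No recovered gene had the wrong sign. In each design the share of false calls among DESeq2's calls exceeded 0.005, so its adjusted p-values were too small there. The same held for edgeR in the RIP and input designs. A simulated set of 36 shifted genes gave a camera p of 1.77e-32 and a fry p of 0.00207, and an unshifted set gave 0.603 and 0.676.

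Gene families were defined by symbol before the data were examined. Their calls were compared with other tested genes by Fisher's exact test, two-sided, and the sets were tested with limma (version 3.58.1) on voom log2 values, using camera with a preset correlation of 0.01, camera with an estimated correlation and fry, adjusted over 9 families. The name table lists 36 histone genes by symbol. Histone genes without such a symbol are missed. The overlap of input and RIP calls used Fisher's exact test over genes tested in both. The rule for named genes, fixed before the data were examined, took the 21 names above, the 5 genes with the smallest adjusted p per direction in the RIP, input and ratio comparisons among genes whose groups did not overlap, and up to 5 histone genes per direction. A fold against a group with at most 3 counts in every library was computed against that floor and is given as a lower bound.

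The labels number the replicates, and RIP and input carry the same numbers. Deviations from the group means, over 11514 genes with a mean of at least 50 counts, correlated between eIF4E1b RIP and eIF4E1b input of the same number at 0.446, 0.279 and 0.482. These numbers therefore paired the samples, and the pairing comes from the correlations, since the labels do not say that a number marks one lysate. For eIF4E1c, with 2 pairs, the correlations were 0.205 and 0.0588. The second eIF4E1c RIP library has another number in the name of its deposited file than in its label, and it correlated at 0.218 with eIF4E1c input replicate 3. The main fits have no term for the replicate number.

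Alternatives were TMM and total count scaling, a filter of at least 10 counts in every library of a group, no independent filtering, an adjusted p under 0.05, a log2 fold change over 1 in size, all 11 libraries in one fit, the replicate number as a block, and each library left out in turn. For the histone calls, the filter, the fit without independent filtering, the fit over all 11 libraries and the block were added after the data were seen. Other alternatives added after the data were seen were a per-library loess offset on abundance and an overlap with an adjusted p under 0.05 on both sides.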

Results

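RNA was sequenced from zebrafish (Danio rerio) embryos at the 8-cell stage that carried a transgene for a tagged form of either eIF4E1b or eIF4E1c, members of the family of cap-binding translation initiation factors. In RNA immunoprecipitation (RIP), the tagged protein is pulled from an embryo lysate and the RNA that comes with it is sequenced. The input is total RNA of the lysate. There were 3 eIF4E1b RIP, 2 eIF4E1c RIP, 3 eIF4E1b input and 3 eIF4E1c input libraries, 11 in all. The total counts of the eIF4E1b RIP libraries were 13384758, 13035977 and 13993294, and those of the eIF4E1c RIP libraries were 6943631 and 10734469. The eIF4E1b input libraries held 11798977, 12552948 and 12987388 counts, and the eIF4E1c input libraries 8609302, 12709188 and 12069526. The first eIF4E1c RIP library had counts for 15114 genes, against 17520 in the second and between 18480 and 19591 in the other 9 libraries. Values per gene are given as normalized counts over all 11 libraries, as mean ± SD. Fold changes and adjusted p-values are from the Wald test of DESeq2 with Benjamini-Hochberg adjustment, with a threshold of 0.005, unless another test is named.

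The bait genes were examined first, as a check of the labels, because each transgene carries the coding sequence of its bait. EIF4E1B (ENSDARG00000014565) had 653 ± 99.4 (SD, n = 3) normalized counts in eIF4E1b input and 178 ± 34.3 (SD, n = 3) in eIF4E1c input. The log2 fold change was 1.87 ± 0.20 (SE), with a DESeq2 adjusted p of 7.66e-17. eif4e1c (ENSDARG00000012274) went the other way, with 551 ± 28.5 (SD, n = 3) normalized counts in eIF4E1b input and 898 ± 66.9 (SD, n = 3) in eIF4E1c input, a log2 fold change of -0.69 ± 0.15 (SE) and a DESeq2 adjusted p of 0.000169. With edgeR's quasi-likelihood test the eif4e1c difference had an adjusted p of 0.0279 and was not past the threshold. In the RIP libraries EIF4E1B reached 3162 ± 240 (SD, n = 3) normalized counts with eIF4E1b and 1032 ± 53.3 (SD, n = 2) with eIF4E1c, a log2 fold change of 1.55 ± 0.36 (SE) with a DESeq2 adjusted p of 0.000509. That call was lost with edgeR (adjusted p 0.0260), without eIF4E1b RIP replicate 2 (DESeq2 adjusted p 0.0251) and without eIF4E1b RIP replicate 3 (DESeq2 adjusted p 0.0183). eif4e1c was not separable between the RIPs, with a log2 fold change of 0.30 ± 0.43 (SE) and a DESeq2 adjusted p of 0.694.

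**Figure D1:**
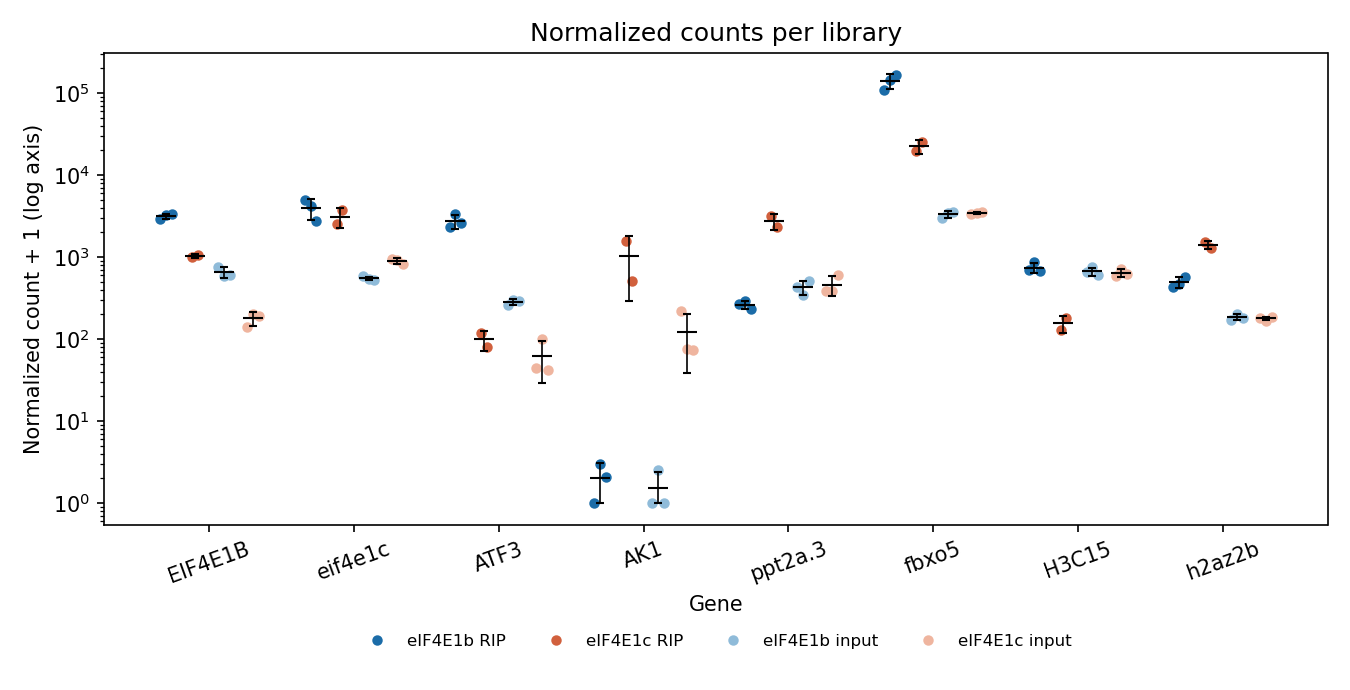
Normalized counts plus 1 (log axis) of 8 genes in each of the 11 libraries, coloured by group, with each group's mean and SD in black (lower bars end at the count of 0). EIF4E1B is higher in eIF4E1b than in eIF4E1c libraries in RIP and input, AK1 lies at or under 3 counts in all eIF4E1b libraries, and ppt2a.3, fbxo5, H3C15 and h2az2b differ between the RIPs while their inputs lie close together.

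To ask which transcripts came down with eIF4E1b rather than with eIF4E1c, the 3 eIF4E1b RIP and 2 eIF4E1c RIP libraries were compared. Of 14127 genes tested, 486 were higher in eIF4E1b RIP and 637 were higher in eIF4E1c RIP. The median size of the log2 fold change among these genes was 2.25 and the smallest was 1.27. The counts moved most with edgeR's quasi-likelihood test, which called 2 genes in each direction at the same threshold, and 484 and 833 genes at an adjusted p under 0.05. At that looser threshold DESeq2 called 1206 and 1414 genes. Scaling by total counts in place of the median of ratios shifted the median gene by -0.11 on the log2 scale and gave 280 and 581 genes, so that the share higher in eIF4E1b RIP was 32.5% against 43.3%. Single eIF4E1b RIP libraries also decided part of the count, since the total of 1123 genes became 733 without replicate 1, 466 without replicate 2 and 445 without replicate 3.

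Genes are named by a rule fixed before the data were examined. The gene with the smallest adjusted p in the RIP comparison was ATF3 (ENSDARG00000007823), with 2740 ± 521 (SD, n = 3) normalized counts in eIF4E1b RIP and 98.2 ± 27.3 (SD, n = 2) in eIF4E1c RIP. Its log2 fold change was 4.75 ± 0.43 (SE), with a DESeq2 adjusted p of 7.43e-25, and it was one of the 4 genes that edgeR also called. Next were ccdc88b (ENSDARG00000076189) at 4.42 ± 0.47 (SE), cfap210 (ENSDARG00000077928) at 4.70 ± 0.58 (SE), ENSDARG00000115875, which has no symbol in the name table, at 4.05 ± 0.52 (SE), and si:dkey-108k21.23 (ENSDARG00000115281) at 3.58 ± 0.45 (SE). In the other direction AK1 (ENSDARG00000001950) had at most 3 counts in each eIF4E1b RIP library. In eIF4E1c RIP it had 1042 ± 749 (SD, n = 2) normalized counts, which is at least 326-fold higher. The 2 libraries behind this mean held 1571 and 512, so the size of the bound rests largely on replicate 1. The log2 fold change of tmem45a (ENSDARG00000070743) was -5.81 ± 0.67 (SE) and that of ppt2a.3 (ENSDARG00000014208) was -3.44 ± 0.40 (SE). That of ENSDARG00000024865 was -7.25 ± 0.88 (SE). Across the fits that each left out one library it ranged from -8.10 to -5.76, and that of AK1 from -11.1 to -9.08. ENSDARG00000093176 had 413 ± 46.0 (SD, n = 3) normalized counts in eIF4E1b RIP and 3161 ± 171 (SD, n = 2) in eIF4E1c RIP. ENSDARG00000024865 shares its symbol, DSCAM, with another identifier, and ENSDARG00000093176 shares the symbol PPT2, so both are given by identifier. These 9 genes had DESeq2 adjusted p-values of at most 8.27e-12.

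Of the other genes fixed in advance, UCP2 (ENSDARG00000043154) was lower in eIF4E1b RIP by a log2 fold change of -3.13 ± 0.46 (SE), with a DESeq2 adjusted p of 3.67e-09. YBX1 (ENSDARG00000004757) lay just past the threshold at -1.37 ± 0.39 (SE), with a DESeq2 adjusted p of 0.00482, and was not past it with edgeR, with TMM or total count scaling, without independent filtering, with the replicate block, or without any one of the 3 eIF4E1b RIP libraries. It was past the threshold with the filter of at least 10 counts and with all 11 libraries in one fit. The transcripts of eif4eb, eif4enif1, PABPC1L, ZAR1, ZAR1L and DDX6 were not past the threshold between the RIPs, with log2 fold changes between -1.02 for DDX6 and 0.80 for PABPC1L and DESeq2 adjusted p-values of at least 0.0666. DDX6 passed it when all 11 libraries were fitted together, with a log2 fold change of -0.96 and a DESeq2 adjusted p of 0.00168, so a difference in these transcripts is not excluded.

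The inputs were compared in the same way, to ask how far the 2 transgenes were accompanied by different transcript levels in the lysate. Of 15281 genes tested, 136 were higher in eIF4E1b input and 220 were higher in eIF4E1c input. The median size of their log2 fold changes was 1.41. edgeR's quasi-likelihood test moved these counts most, to 12 and 2 genes, and called 80 and 133 genes at an adjusted p under 0.05. With total count scaling there were 170 and 185 genes, so that the share higher in eIF4E1b input was 47.9% against 38.2%. The total of 356 genes fell to 212 without eIF4E1b input replicate 1 and to 210 without eIF4E1c input replicate 3. NHSL3 (ENSDARG00000061804) had 443 ± 156 (SD, n = 3) normalized counts in eIF4E1b input and 11.6 ± 3.20 (SD, n = 3) in eIF4E1c input, a log2 fold change of 5.28 ± 0.36 (SE) with a DESeq2 adjusted p of 7.25e-45. ppp2r5ca (ENSDARG00000059083) differed by 6.68 ± 0.60 (SE), spata6l (ENSDARG00000004874) by 4.58 ± 0.44 (SE) and si:ch73-252p3.1 (ENSDARG00000099522) by 2.01 ± 0.21 (SE). CRELD1 (ENSDARG00000006990) had at most 3 counts in each eIF4E1c input library and was at least 54.8-fold higher in eIF4E1b input. In the other direction, ENSDARG00000024865 differed by -3.80 ± 0.41 (SE), sspo (ENSDARG00000067859) by -2.67 ± 0.29 (SE), HAO2 (ENSDARG00000027992) by -5.09 ± 0.60 (SE) and DPYSL4 (ENSDARG00000103490) by -3.35 ± 0.39 (SE), while CD109 (ENSDARG00000060609) was at least 85.9-fold higher in eIF4E1c input. All of these had DESeq2 adjusted p-values of at most 1.82e-14.

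Genes called in the inputs were then looked up in the RIP comparison, where an adjusted p under 0.05 was used, as fixed before the data were examined. Of 131 genes higher in eIF4E1b input and tested in both comparisons, 58 (44.3%) were also higher in eIF4E1b RIP and 5 were higher in eIF4E1c RIP. Among the other tested genes, 7.55% were higher in eIF4E1b RIP (odds ratio 9.72, Fisher's exact test, two-sided, p 8.02e-30). Of 198 genes higher in eIF4E1c input, 56 (28.3%) were also higher in eIF4E1c RIP and 3 were higher in eIF4E1b RIP, against 9.30% of the other genes (odds ratio 3.84, Fisher's exact test, two-sided, p 4.18e-14). The test runs across genes, which are not independent replicates, and RIP and input of one line came from the same kind of lysate. With edgeR calls the shared genes were 8 of 12 and 1 of 1. The 58 shared genes became 35 without eIF4E1b input replicate 2, and the 56 became 31 without eIF4E1c input replicate 3.

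**Figure D2:**
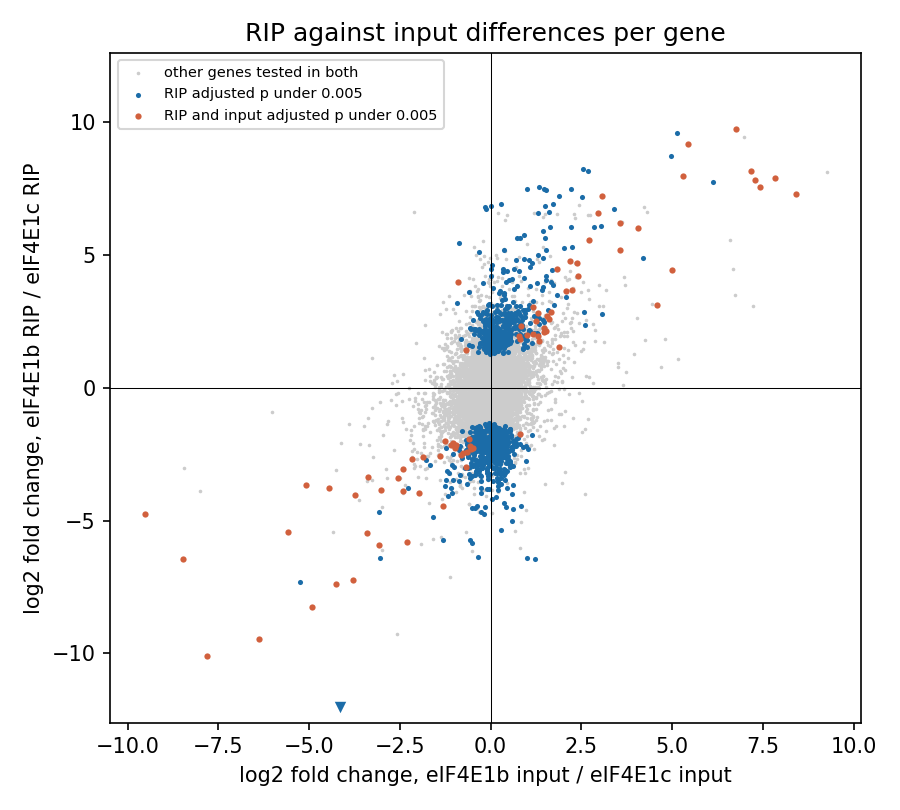
Each point is a gene tested in both comparisons, with the log2 fold change between the inputs on the horizontal axis and between the RIPs on the vertical axis. The 79 genes past an adjusted p of 0.005 in both lie mostly along the diagonal, while 1016 genes past it in the RIP comparison alone spread above and below 0 near the centre of the horizontal axis; 1 gene beyond 12 on the vertical axis is drawn as a triangle at the edge.

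Seen from the RIP side, 704 of the 1123 genes that differed between the RIPs had an input difference of the same sign. The share was 78.4% for genes higher in eIF4E1b RIP and 50.9% for genes higher in eIF4E1c RIP. The median input log2 fold change was 0.37 in the first set and -0.0089 in the second, against RIP medians of 2.25 and -2.25. Only 76 of the 1123 genes were also called in the inputs with the same sign. ATF3 was among them, with an input log2 fold change of 2.20 ± 0.32 (SE), and so was ccdc88b, with 4.98 ± 0.77 (SE), which is as large as its RIP difference within the errors. So were AK1, cfap210, with 2.39 ± 0.43 (SE), tmem45a, with -2.31 ± 0.48 (SE), and ENSDARG00000024865, with -3.80 ± 0.41 (SE). By contrast, si:dkey-108k21.23, ENSDARG00000115875, ppt2a.3 and ENSDARG00000093176 were not called in the inputs.

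To set the RIP difference against the difference in the lysate, the RIP to input ratio was compared between the proteins in one model over all 11 libraries. That model gives RIP and input libraries a shared estimate of spread per gene, although the RIP replicates spread more. Their chi-square statistics per degree of freedom were 57.4 to 152, against 12.9 to 26.7 for the inputs. Such sharing raised the RIP comparison from 486 and 637 genes to 1573 and 1589. The adjusted p-values for the ratio may therefore be too small. Of 14194 genes tested, the ratio was higher for eIF4E1b in 529 and higher for eIF4E1c in 744. edgeR's quasi-likelihood test called 68 and 186 genes, the largest move of the total of 1273. Scaling by total counts shifted the median gene by -0.23 on the log2 scale and gave 228 and 841 genes, so that the share higher for eIF4E1b was 21.3% against 41.6%. The total lay between 735 and 841 when any one of the 6 input libraries was left out, and between 991 and 1471 without any one of the eIF4E1b RIP libraries. Of the 1273 genes, 742 were also called between the RIPs in the same direction, and 38 were called between the inputs. Because both fits use the same RIP libraries, part of this sharing arises with no difference at all: among genes with an unadjusted p under 0.05 between the RIPs, 74.1% had such a p and the same sign in the ratio, against 35.4% in counts simulated without a difference between the lines.

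The gene with the largest ratio difference among those named was ENSDARG00000109926, with no symbol, at a log2 value of 4.99 ± 0.54 (SE). It had 269 ± 82.2 (SD, n = 3) normalized counts in eIF4E1b RIP, 16.6 ± 3.76 (SD, n = 2) in eIF4E1c RIP, 220.5 ± 28.0 (SD, n = 3) in eIF4E1b input and 417 ± 63.9 (SD, n = 3) in eIF4E1c input. fbxo5 (ENSDARG00000039020) had 140458 ± 28724 (SD, n = 3) normalized counts in eIF4E1b RIP, 22442 ± 4209 (SD, n = 2) in eIF4E1c RIP and 3321 ± 297 (SD, n = 3) and 3455 ± 129 (SD, n = 3) in the inputs, which gave a ratio difference of 2.70 ± 0.33 (SE). The ratio also favoured eIF4E1b for DCAF5 (ENSDARG00000060320), si:dkey-108k21.23 and ENSDARG00000115875, with log2 values of 3.07, 3.42 and 3.63. It favoured eIF4E1c for oclna (ENSDARG00000005108) at -3.20 ± 0.34 (SE), CNOT8 (ENSDARG00000020043) at -2.94 ± 0.33 (SE), SMAD5 (ENSDARG00000037238) at -2.54 ± 0.29 (SE), hnrnpa0l (ENSDARG00000036161) at -2.45 ± 0.29 (SE) and CDC6 (ENSDARG00000009942) at -2.38 ± 0.27 (SE). The DESeq2 adjusted p-values of these 10 genes were at most 2.79e-11. For ccdc88b the ratio difference was not past the threshold, with a log2 value of -0.48 ± 0.68 (SE) and a DESeq2 adjusted p of 0.683. Those of cfap210 (2.38 ± 0.74 (SE), DESeq2 adjusted p 0.0112) and ENSDARG00000024865 (-3.37 ± 1.01 (SE), DESeq2 adjusted p 0.00789) also fell short of it. The ratio of AK1 could not be compared, because each eIF4E1b library had at most 2 counts of it.

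Histone genes were examined as a list fixed by symbol. The list was not independent of these libraries, since the study singled out histones from the same RIPs. Of 35 histone genes tested, 10 were higher in eIF4E1b RIP and 1 was higher in eIF4E1c RIP, and 26 had a positive log2 fold change. Adjusted over the list alone, 15 were higher in eIF4E1b RIP and 4 higher in eIF4E1c RIP. The share higher in eIF4E1b RIP exceeded the 3.38% of other tested genes (odds ratio 11.4, Fisher's exact test across genes, two-sided, p 1.79e-07, adjusted over 9 families 1.61e-06). The median log2 fold change was 1.78, against -0.014 for all other genes. limma's camera with a preset correlation of 0.01 gave an adjusted p of 0.000934 for the list. fry, with an adjusted p of 0.0936, and camera with an estimated correlation, with an adjusted p of 0.462, did not pass 0.05. The calls moved most with edgeR, which called 0 histone genes in either direction, although 18 and 7 had an unadjusted p under 0.05. Without eIF4E1b RIP replicate 1, 2 or 3 the genes higher in eIF4E1b RIP numbered 6, 1 and 3. In the inputs the same list had a median of 0.059 and 0 calls, with 4 and 1 genes at an unadjusted p under 0.05. In the ratio test 13 histone genes favoured eIF4E1b and 3 favoured eIF4E1c.

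The histone genes with the smallest adjusted p were H3C15 (ENSDARG00000105459) at a log2 fold change of 2.20 ± 0.43 (SE), hist1h2a10 (ENSDARG00000112840) at 2.13 ± 0.43 (SE), h2ax (ENSDARG00000029406) at 2.21 ± 0.46 (SE), hist1h2a5 (ENSDARG00000114133) at 2.56 ± 0.55 (SE) and hist1h2a9 (ENSDARG00000113399) at 2.51 ± 0.57 (SE), with DESeq2 adjusted p-values from 2.04e-05 to 0.000270. H3C15 had 744 ± 110 (SD, n = 3) normalized counts in eIF4E1b RIP, 155 ± 37.3 (SD, n = 2) in eIF4E1c RIP, 668 ± 72.6 (SD, n = 3) in eIF4E1b input and 644 ± 69.4 (SD, n = 3) in eIF4E1c input. h2az2b (ENSDARG00000116491) was the histone gene called in the other direction, at -1.58 ± 0.39 (SE) with a DESeq2 adjusted p of 0.00111, and that call was lost with edgeR (adjusted p 0.0190) and without any one of the 3 eIF4E1b RIP libraries (DESeq2 adjusted p from 0.0119 to 0.0356). Histone genes have near-identical copies, and the way reads that match several copies were counted is not stated, so single copies are uncertain.

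**Figure D3:**
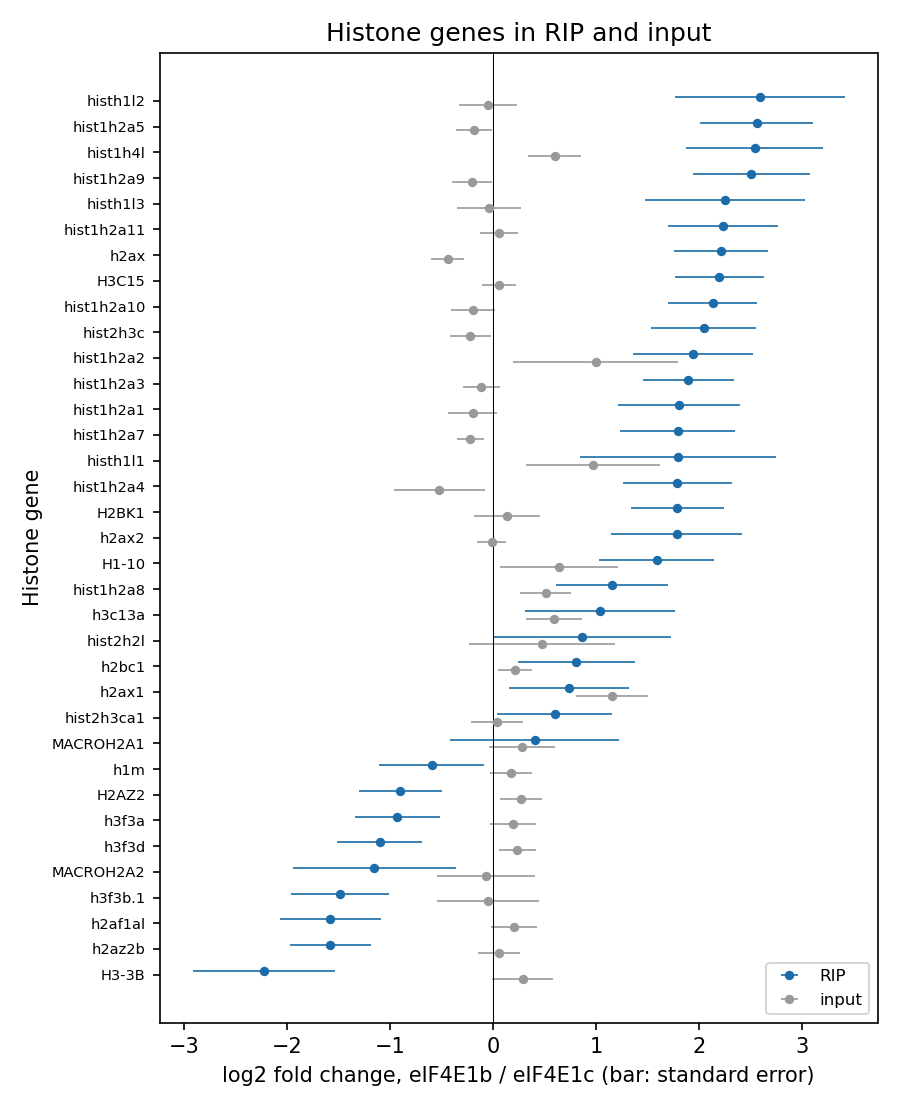
Log2 fold changes (eIF4E1b against eIF4E1c) of the 35 histone genes tested, in RIP (blue) and in input (grey), with standard errors as bars. In RIP 26 genes lie above 0 and 9 below, and this split of signs was the same for the genes grouped by name under TMM and total count scaling, while the input values lie around a median of 0.059.

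Other families were again defined by symbol. Some of them correspond to functional terms named in the study's text. It named chromatin regulation for transcripts enriched with eIF4E1b, and mRNA processing and export for those enriched with eIF4E1c. Its terms describe called genes, while each family here is a whole list, and the chromatin list holds no histone genes. By camera, mitochondrial ribosomal proteins were higher in eIF4E1b RIP, with a median log2 fold change of 0.50 over 75 genes and an adjusted p of 0.00370. Splicing factors were lower, with a median of -0.82 over 58 genes and an adjusted p of 1.33e-06. Of these genes, 12 were called higher in eIF4E1c RIP. In the inputs the splicing set went the other way, with a median of 0.20 over 57 genes and a camera adjusted p of 0.00366. It was the only family past 0.05 by camera in the inputs, and it was not past 0.05 there with fry (adjusted p 0.167). Nuclear transport genes (median -0.39, 59 genes, adjusted p 0.000934), chromatin remodellers and modifiers (median -0.47, 93 genes, adjusted p 0.0164) and transcripts of the mitochondrial genome (median -3.96, 13 genes, adjusted p 5.99e-11) were also lower in eIF4E1b RIP. Of the chromatin genes, 2 were called higher in eIF4E1b RIP and 7 higher in eIF4E1c RIP. The direction of this set was thus opposite to that of the study's chromatin term. With fry the splicing (adjusted p 0.0492) and nuclear transport (adjusted p 0.0227) sets stayed under 0.05 and the other 3 did not, and no set did with an estimated correlation. The chromatin set had a median of 0.021 when eIF4E1c RIP replicate 1 was left out, so its direction rested on that library, and it was no longer past 0.05 by camera without eIF4E1b RIP replicate 2 (median -0.41, adjusted p 0.0739). Without eIF4E1c RIP replicate 1 the median was 0.29 for the mitochondrial ribosomal proteins and -2.31 for the mitochondrial genome, and without eIF4E1c RIP replicate 2 it was 0.84 for the mitochondrial ribosomal proteins. Cytosolic ribosomal proteins (median -0.16, adjusted p 0.0831), translation initiation factors (median -0.21, adjusted p 0.247) and egg envelope genes (median 0.082, adjusted p 0.603) were not past 0.05 by camera. The translation initiation median was -0.12 without eIF4E1b RIP replicate 1 and -0.097 without eIF4E1c RIP replicate 2. The egg envelope median ranged from -0.12 without eIF4E1b RIP replicate 2 to 0.39 without eIF4E1b RIP replicate 1. For the cytosolic ribosomal proteins this depended on single libraries: the set was past 0.05 by camera without eIF4E1b RIP replicate 2 (median -0.38, adjusted p 0.00375) and replicate 3 (median -0.29, adjusted p 0.00476), and its median was 0.034 without replicate 1 and 0.0024 without eIF4E1c RIP replicate 1.

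Each RIP was finally compared with its own input. RIP and input libraries were made with different kits, so these comparisons hold the kit and the immunoprecipitation together. Of 17123 genes tested for eIF4E1b, 3933 were higher in RIP and 3979 were higher in input. With edgeR the counts were 3411 and 3354. Scaling by total counts shifted the median gene by -0.42 on the log2 scale and gave 2884 and 5159 genes, so that the share higher in RIP was 35.9% against 49.7%. Of 15131 genes tested for eIF4E1c, 2601 were higher in RIP and 2537 were higher in input, and edgeR moved these most, to 1334 and 1011. With total count scaling the shift of the median gene was -0.21, and 1972 genes were higher in RIP and 2823 higher in input, so that the share higher in RIP was 41.1% against 50.6%. The eIF4E1c total of 5138 became 3250, 3148 and 3082 without input replicate 1, 2 and 3. Of 4010 genes called in both comparisons, 3966 changed in the same direction. Both bait transcripts were higher in RIP than in input with either protein, with log2 fold changes of 2.25 and 2.53 for EIF4E1B and 2.83 and 1.80 for eif4e1c with eIF4E1b and eIF4E1c.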

Values the study reported

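The study reported 1206 genes enriched in the eIF4E1b RIP and 1414 enriched in the eIF4E1c RIP, with a stated p-value limit of 0.005. Between the lysates it reported 363 transcripts (1.6%) enriched with eIF4E1b overexpression and 500 transcripts (2.2%) enriched with eIF4E1c overexpression. About 34% and 20% of these transcripts were said to be enriched in the matching RIP as well.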

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

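The results in this part were picked out because the RIP to input ratio differed between eIF4E1b and eIF4E1c in a test of that difference itself, the interaction term over all 11 libraries. That fit shares an estimate of spread between RIP and input libraries, so its adjusted p-values may be too small. No group held more than 3 libraries, and no single library was tested for standing apart from the rest of its own group. The limit from the kits was written down after the ratio differences had been seen.

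The log2 ratio difference favoured eIF4E1b for ENSDARG00000109926 (4.99), ENSDARG00000115875 (3.63), si:dkey-108k21.23 (3.42), DCAF5 (3.07), fbxo5 (2.70) and ATF3 (2.63). It also did so for the histone genes hist1h2a5 (2.85), hist1h2a9 (2.80), h2ax (2.74), hist1h2a10 (2.40) and H3C15 (2.19). It favoured eIF4E1c for ENSDARG00000093176 (-3.48), tmem45a (-3.43), ppt2a.3 (-3.29), oclna (-3.20), CNOT8 (-2.94), UCP2 (-2.65), SMAD5 (-2.54), hnrnpa0l (-2.45), CDC6 (-2.38), h2az2b (-1.56) and YBX1 (-1.15). Among the families, the median ratio difference was 1.01 for histone genes, -0.15 for nuclear transport, -0.71 for splicing and -4.04 for the mitochondrial genome by camera. With fry the histone (adjusted p 0.0434) and splicing (adjusted p 0.00283) sets stayed under 0.05 and the other 2 did not. With an estimated correlation none of the 4 did. Between the inputs the splicing set differed in the opposite direction (median 0.20, camera adjusted p 0.00366, fry adjusted p 0.167), and that difference enters its ratio.

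Several technical explanations bear on these genes. If a single eIF4E1c RIP library made the difference, ratio differences computed from libraries that share none would be unrelated across genes. The difference from the first replicate of all 4 groups and that from the second correlated at 0.357 across 11511 genes, which argues against that explanation for the genes as a whole. Genes are not independent replicates, and the correlation says nothing of any one gene. The input is part of the ratio, so a difference between the lysates enters it, and 38 of the 1273 genes were also called between the inputs. A kit effect that depends on the bait cannot be told apart from the 1273 ratio differences, because each kind of library was made with a single kit. A difference in binding between the proteins stays open beside it.

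The ratio differences of the mitochondrial genome went with a higher share of these transcripts in eIF4E1c RIP, 1.20% (Wilson 95% interval 1.19 to 1.20) in replicate 1 and 0.251% (0.248 to 0.254) in replicate 2, against 0.0157% (0.0151 to 0.0164), 0.0972% (0.0955 to 0.0989) and 0.0145% (0.0139 to 0.0152) in the eIF4E1b RIPs. No explanation of this share was tested.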

How the results depend on the processing

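For 59 results on named genes, 847 values under the alternatives kept their direction except 3. Of the 709 set against an adjusted p of 0.005, 656 kept their direction and side of the threshold, 49 fell short of it, 2 came past it and 2 reversed. In the alternative with 0.05, both fits were set against 0.05, and 58 of 59 stayed on their side, while CD109 in the RIP comparison, which had no adjusted p before, was past 0.05. The 74 values without 1 of the 2 eIF4E1c RIP libraries show direction alone, with 1 reversed, and 5 others had no adjusted p. The 3 reversals were all of ZAR1L, which is near 0: its RIP log2 fold change was 0.18 without eIF4E1b RIP replicate 1 and ranged from -0.39 to 0.27 across the fits that each left out one library, and its input log2 fold change was 0.013 without eIF4E1b input replicate 1 and reached -0.28 at the other end. The cause of the changes below was not tested unless it is named.

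edgeR's quasi-likelihood test gave 2 and 2 genes between the RIPs (higher with eIF4E1b, then eIF4E1c), 12 and 2 between the inputs, 68 and 186 for the ratio, 1334 and 1011 for eIF4E1c RIP against input, and 0 and 0 histone genes, where 18 and 7 had an unadjusted p under 0.05. Its shared genes in the overlap were 8 and 1. All genes it called were also called by DESeq2 in the RIP, input and ratio comparisons. The bait log2 fold changes fell short of the threshold with edgeR at 1.55 for EIF4E1B in RIP and -0.69 for eif4e1c in input. In the simulation of the RIP design edgeR recovered fewer changed genes than DESeq2, with fewer false calls. DESeq2's share of false calls there was above its threshold.

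An adjusted p under 0.05 gave 1206 and 1414 genes between the RIPs, 364 and 500 between the inputs, 1367 and 1414 for the ratio, and 18 and 5 histone genes. Total count size factors gave 280 genes higher in eIF4E1b RIP and 228 with a ratio higher for eIF4E1b, and turned the egg envelope median to -0.0089. All 11 libraries in one fit gave 1573 and 1589 genes between the RIPs, 50 and 59 between the inputs, and 17 and 4 histone genes, as the RIP and input libraries then share one estimate of the spread. The loess offset, added after the data were seen, gave 1004 genes higher in eIF4E1c RIP and 2 such histone genes. TMM size factors, the filter of at least 10 counts and the absence of independent filtering left every count of genes in the 5 comparisons within 1.5 times its value, as did the minimum log2 fold change of 1.

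With the replicate block, 194 and 253 genes differed between the RIPs, 3 histone genes were higher in eIF4E1b RIP, and 1334 and 1510 genes differed between eIF4E1c RIP and input. The correlations between same-numbered RIPs of the 2 proteins were 0.103 and 0.0611, and between inputs -0.0212, -0.0807 and 0.104, so these samples share a number alone. Between the inputs the block gave 105 and 165 genes. For the ratio it gave 355 and 525 genes by label number and 373 and 520 with the second eIF4E1c RIP library paired with input 3. For eIF4E1b RIP against input, where the numbers pair the samples, it gave 4108 and 4241 genes and moved no count by over 1.5 times.

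An adjusted p under 0.005 on the RIP side gave 37 shared genes for eIF4E1c, and 0.05 on both sides, added later, gave 124 and 98. In place of the RIP comparison, the ratio gave 3 histone genes favouring eIF4E1c, medians of 0.50 for mitochondrial ribosomal proteins (adjusted p 0.0880) and -0.22 for chromatin modifiers (adjusted p 0.0880), both short of the threshold, and 0.0011 for cytosolic ribosomal proteins over the genes tested between the RIPs (-0.013 over those tested for the ratio). With fry, histone genes (median 1.78, adjusted p 0.0936), mitochondrial ribosomal proteins (0.50, adjusted p 0.397), chromatin modifiers (-0.47, adjusted p 0.397) and the mitochondrial genome (-3.96, adjusted p 0.159) fell short.

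Across the fits that each left out one library, the genes higher in eIF4E1b RIP ranged from 155 to 324 and those higher in eIF4E1c RIP from 283 to 409. Between the inputs the ranges were 70 to 136 and 116 to 185. For the ratio they were 292 to 658 and 443 to 813, and for eIF4E1c RIP against input 1610 to 1718 and 1472 to 1532. Histone genes higher in eIF4E1b RIP ranged from 1 to 6, and those higher in eIF4E1c RIP were 0 in all 3 fits, with 5 to 6 at an unadjusted p under 0.05. The shared genes in the overlap ranged from 35 to 62 for eIF4E1b and from 31 to 54 for eIF4E1c. The EIF4E1B log2 fold change in RIP ranged from 1.49 to 1.61. Among families, the medians ranged from -0.38 to 0.034 for cytosolic ribosomal proteins, from -0.71 to 0.021 for chromatin modifiers, from -0.12 to 0.39 for egg envelope genes, from 0.29 to 0.84 for mitochondrial ribosomal proteins, from -5.38 to -2.31 for the mitochondrial genome and from -0.28 to -0.097 for translation initiation factors. Fits without 1 of the 2 eIF4E1c RIP libraries leave 1 in that group, so they give no calls. Without replicate 1 the direction held for 1121 of the 1123 genes that differed between the RIPs and without replicate 2 for all 1123, though the genes were chosen with both.

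The correction for GC content and length was not run, because no annotation of the assembly was used here. A histone list by symbol alone is the list used. The simulation recovered 34.0% of changed genes between the RIPs and 72.0% between the inputs. The RIP libraries were fewer and their replicates spread more, with chi-square statistics per degree of freedom from 57.4 to 152 against 12.9 to 26.7 for the inputs, and the cause of the lower recovery was not tested.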

Other observations

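The tests of the input difference, of reads shared between histone copies, of the histone genes split by name and of genetic background were chosen after the results they bear on were seen.

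At an adjusted p under 0.005, 486 genes were higher in eIF4E1b RIP and 637 in eIF4E1c RIP. Both counts are lower than those quoted from the study above. Between the inputs the counts were 136 and 220. These too are lower than the values quoted from the study above. With the adjusted p under 0.05, the same fits gave 1206 and 1414 genes between the RIPs and 364 and 500 between the inputs. At 0.05 the RIP counts equal those quoted from the study, and the input counts are equal or nearly so. These values argue that a limit of 0.05, and not the stated 0.005, lies behind the study's counts. For the overlap the study's figure legend itself gives a p-value limit of 0.05. The overlap shares with 0.05 on both sides were 35.6% and 21.7% of the input calls tested in both comparisons, and 34.1% and 19.6% of all input calls. With 0.005 for the inputs, the shares of all input calls were 42.6% and 25.5%.

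The RIP difference had several candidate explanations of a technical kind. The first eIF4E1c RIP library was the shallowest. Among 5111 genes over 1 log2 unit apart between eIF4E1b RIP replicates 1 and 3 and eIF4E1c RIP replicate 1, 78.0% had the same sign between eIF4E1b RIP replicate 2 and eIF4E1c RIP replicate 2, libraries that share none with the first set. Among genes under 1 unit apart the share was 59.9%. This argues against that library as the sole origin. After all RIP libraries were thinned to the smallest total, 86.1% of the 1123 genes kept their call and direction, which argues against depth. Median log2 fold changes varied with abundance, from 0.45 in the lowest of 10 equal groups of genes by mean count to -0.29 in group 7 and 0.35 in the highest. A loess offset on abundance left 79.2% of the calls in place, so the trend does not account for the calls as a whole. It also raised the genes higher in eIF4E1c RIP to 1004. What stays open is a difference in background between 2 immunoprecipitations of one protein and 3 of the other, and a difference in the transcripts the proteins bind.

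Genes higher in eIF4E1c RIP had an input difference of the same sign in 50.9% of cases, so the lysate cannot be the origin of that set as a whole. For genes higher in eIF4E1b RIP the median input log2 fold change was 0.37 against 2.25 in RIP, so the lysate may have contributed to that set without being its whole origin. Of the 20 genes with the smallest p-values, 18 moved the same way in the input and 8 were called there, but 16 were also called in the ratio and only 4 had an input difference of at least 50 percent of the RIP difference. Among the 50 genes with the smallest p-values the share with the same sign was 64.0%, against 62.8% of all 1123.

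Histone genes did not move as one set. Of 21 genes whose symbols start as those of the replication-type clusters (hist, h3c or h2b), all 21 had a positive RIP log2 fold change under median-of-ratios, TMM and total count scaling, with a median of 1.90, and 9 were called (7 with total count scaling). With eIF4E1c RIP replicate 1 left out, 20 of the 21 were positive. Of the 14 other histone genes, 9 were negative under each of these scalings, among them h3f3a, h3f3d, H2AZ2, h2az2b, h2af1al and h1m, and the median was -0.91. The other 5 were positive: h2ax (2.21), h2ax2 (1.78), H1-10 (1.59), h2ax1 (0.74) and MACROH2A1 (0.41). Of the 14, h2ax was called higher in eIF4E1b RIP and h2az2b higher in eIF4E1c RIP. The median of all 35 genes lay above all 10000 random lists matched on abundance (percentile 100), and that of the replication-type genes did as well, which argues against the abundance trend. The median of the other 14 lay at percentile 0.3. Reads that move between near-identical copies would leave the sum over the copies unchanged. The summed normalized count of the replication-type genes was 6835 ± 1213 (SD, n = 3) in eIF4E1b RIP and 1883 ± 87.4 (SD, n = 2) in eIF4E1c RIP, a log2 ratio of 1.86, and every eIF4E1b library lay above every eIF4E1c library. The smallest p an exact permutation test allows here is 0.1. The summed count of the others was 20352 ± 6666 (SD, n = 3) and 36803 ± 4021 (SD, n = 2). Sharing of reads within the replication-type genes is therefore not the origin of their difference, and sharing with copies that lack a symbol was not tested. In the inputs the medians of both groups of genes were 0.040 and 0.20. A hypothesis from these data is that replication-type transcripts may come down more with eIF4E1b. The study had already proposed that eIF4E1b may take part in repressing and stabilizing replication-dependent histone mRNAs. It also reported reduced histone mRNAs in gonads of fish that lack eIF4E1b, from data not used here. For the other histone genes no common direction is claimed, since h2ax and h2az2b went opposite ways. Here the hypothesis was found and looked at on the same libraries.

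The inputs split into their real groups gave 356 genes, and 1 of the 10 splits of the 6 libraries, the real one, gave as many. The other 9 splits gave between 0 and 8, with between 308 and 853 genes at an unadjusted p under 0.05. For eIF4E1b RIP against eIF4E1b input, 1 of the 10 splits reached 7912 genes, and the other 9 gave 0, with between 80 and 705 genes at an unadjusted p under 0.05, among them the 3 other splits that part all 3 replicate numbers. With 10 splits the share cannot go below 0.1, so a chance difference between sets of libraries is not excluded by this count alone.

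The inputs differed at genes such as NHSL3, CRELD1 and CD109 by far more than the spread between replicates. A genetic background that differs between the lines may leave clusters of neighbouring genes, but only 76.7% of the 356 input calls could be placed on the gene order of the GRCz12tu assembly, under the 80% set as the minimum, so the test is void and background and transgene cannot be told apart. The changes between RIP and input correlated at 0.772 across 14907 genes between eIF4E1b and eIF4E1c. Binding of the same transcripts by both proteins and the kit cannot be told apart here, because the kit follows the kind of library in every sample.

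ENSDARG00000080337, which has no symbol in the name table, took 8.65% (Wilson 95% interval 8.63 to 8.68) of the counts of eIF4E1c RIP replicate 1 and 2.96% (2.95 to 2.97) of replicate 2. In the eIF4E1b RIPs it took 0.456% (0.452 to 0.459), 1.19% (1.18 to 1.19) and 0.0766% (0.0752 to 0.0781), and in each input library under 0.1%. This gene was chosen after its values were seen, and no explanation of its share was tested.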
